A study of Mus musculus with 18 samples. Its data were reported in "Germline transmission of cryopreserved mouse spermatogonial stem cells maintained on the International Space Station" (2025).

How the data were processed

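Liver RNA of 18 mice was measured in 3 groups of 6. Per the labels, the authors made stranded mRNA libraries and sequenced them in paired-end mode on an Illumina NextSeq instrument. The methods of the study describe trimming with cutadapt, alignment with HISAT2 to mm10 and GENCODE M21, written for its RNA sequencing in general with another library kit and sequencer, so their match to these libraries is uncertain. The counting tool, its strand setting and its treatment of reads shared between genes are not stated. Reads of paralogs and overlapping genes may therefore be split in ways that cannot be checked here. The deposited values are raw read counts per gene, whole numbers with no normalization, for 32285 genes, of which 32235 have an identifier in GENCODE M21 and 10671 had no count in any library. The other 50 identifiers, with 3250 counts in all, are absent from the M21 annotation used here, so the counts may rest on another annotation. No row lacked a gene name.

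Groups and replicate numbers were taken from the labels. Genes passing filterByExpr were scaled with TMM factors and fitted in edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood negative binomial model over all 18 libraries with group alone, from which the 3 pairwise contrasts and a joint test were taken. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted, and standard errors are the absolute log2 change over the square root of F. CPM values used TMM-scaled library sizes, and log2 CPM used a prior count of 2. Set tests used camera in limma 3.58.1 with an inter-gene correlation of 0.01. The genes named for the comparisons were fixed by rule before the data were examined: in each pairwise comparison up to 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM, the genes the study names, and Xist with 4 Y-linked genes. Some genes under this rule are not reported here. Alb, Serpina6, Dbp, the sperm genes and the imprinted genes Gatm, Gnas and Copg2 are outside the rule and were chosen after their values were seen.

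A library was called Xist-high where its Xist CPM exceeded the summed CPM of the Y-linked genes. The definition was set before the counts were examined, after a supplementary table of the study with values of Xist in these livers had been read. It is a nuisance term. Alternatives set in advance were DESeq2 1.42.0 and its size factors, limma voom with quality weights, other filters and thresholds, Xist class or replicate number in the model, surrogate variables from sva 3.50.0, subsets of libraries, and leaving out each library. Total-count scaling, removal of the 10 most abundant genes, and offsets for GC content and exon length (a value was present for 12844 of 12847 genes) were added after seeing the data.

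Libraries with the same number deviated together: the correlation of their deviations from the group means was between 0.231 and 0.654 over 18 pairs. Pairs with other numbers in the same Xist class were as close, with a median of 0.529 against 0.487. After deviations were taken within Xist class, the same-numbered pairs had a median correlation of -0.05. The numbers therefore carried the Xist class, and no litter or batch is given by the labels.

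The fits were tested on simulated data drawn from the means, dispersions and library sizes of 12988 genes, with 200 genes changed by a known fold. No changed gene was called with the wrong sign, and in the comparison without changed genes 0 genes were called. Lists for clock, feeding, fasting, acute phase, blood, pancreas, growth hormone and Y-linked genes were written before the counts were examined. A cell division list was written after Serpina6 values had been seen and before its own values were computed, and lists of haploid germ cell and testis somatic genes after the genes raised in Space replicate 6 had been seen.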

Results

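Liver RNA was sequenced from 18 mice. The pups were 10 weeks old, and the age of the controls is not stated. Space pups descended from germline stem (GS) cells, which are cultured spermatogonial stem cells, that had been frozen for 6 months on the International Space Station. Ground pups descended from GS cells frozen for the same time on Earth. Wild-type BDF1 mice served as controls. Each of the 3 groups held 6 libraries, one per animal. Total counts per library ranged from 15407450 to 20562351. In units of 10⁶ counts, they were 17.3 ± 1.43 (SD, n = 6) in Space pups, 18.7 ± 1.45 (SD, n = 6) in Ground pups and 17.8 ± 1.09 (SD, n = 6) in BDF1 mice. A gene without a count in a library could still make up to between 0.134 and 0.236 CPM, the counts per 10⁶ of the TMM-scaled library size, because 3 counts is the upper limit that a count of 0 allows. This limit and the intervals given below cover counting error only. The lowest chi-square per gene between libraries of a group was 10.5, for Space replicates 1 and 2, against 1 for sampling noise alone, so no library was counted as a duplicate.

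The labels give no sex, and the study states that both sexes were used. Xist, which is transcribed from the inactive X chromosome, had between 12218 and 21557 counts in 9 libraries and between 0 and 187 counts in the other 9. The summed counts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty ranged from 1822 to 2482 in the Xist-low libraries and from 0 to 26 in the Xist-high libraries. Replicates numbered 1 to 3 were Xist-low and those numbered 4 to 6 were Xist-high in each group. This class is used below as a nuisance term and is not a group of the study.

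The libraries differed in the share of counts taken by a few genes. The 10 most abundant genes held 23.8 ± 7.47% (SD, n = 6) of counts in Space pups, 24.6 ± 9.98% (SD, n = 6) in Ground pups and 16.3 ± 1.60% (SD, n = 6) in BDF1 mice. Alb, the albumin gene, took between 17.6% and 24.1% of counts in the 6 Xist-high pup libraries, between 6.72% and 8.03% in the 3 Xist-high BDF1 libraries, and between 4.47% and 6.45% in the 9 Xist-low libraries. The highest of these shares, 24.1% in a Ground pup, had a 95% Wilson confidence interval from 24.05% to 24.09%.

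**Figure D1:**
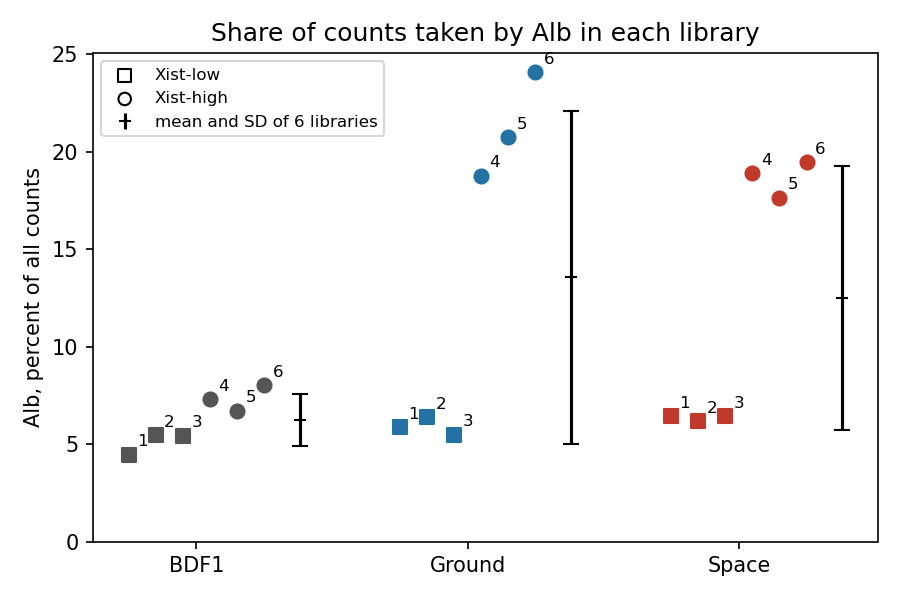
Percent of all counts assigned to Alb (y axis) in each library of the 3 groups (x axis), with squares for Xist-low and circles for Xist-high libraries, replicate numbers beside the points, and the mean and SD of the 6 libraries of a group as a bar at the right of each. The 6 Xist-high pup libraries lie between 17.6% and 24.1%, above the BDF1 libraries.

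The first question was whether storage in space, rather than freezing itself, left a trace in the livers of the offspring. Among 12847 genes tested, no gene differed between Space and Ground pups at an adjusted p under 0.05 by the quasi-likelihood F-test of edgeR with Benjamini-Hochberg adjustment. The smallest adjusted p was 0.116 in this edgeR fit. At an unadjusted p under 0.05 there were 1186 genes, where 642 would be reached by chance. With DESeq2 size factors in edgeR there were 1190, and with total-count scaling in place of TMM factors 522. The excess therefore held under DESeq2 size factors and not under total counts. The alternative that moved the count of called genes most was the DESeq2 fit, with 30 genes. In data simulated from these libraries, 62.0% of 200 genes changed 2-fold and 88.0% of 200 genes changed 4-fold between Space and Ground were called, so smaller changes would often be missed.

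The other comparisons set each kind of pup against wild-type mice. Between Space pups and BDF1 mice 488 genes differed (edgeR, adjusted p under 0.05), of which 301 were higher and 187 lower in Space pups. Between Ground pups and BDF1 mice 489 genes differed, with 226 higher and 263 lower. A test of any difference among the 3 groups called 511 genes. With Xist class as a covariate the counts rose to 1347 genes for Space against BDF1, 1462 for Ground against BDF1 and 1652 for any difference, and stayed at 0 for Space against Ground, where 1781 genes had an unadjusted p under 0.05. All of the 488 and 489 genes were among those called with the covariate. With the replicate number as a block, the counts were 781 for Space against BDF1, 855 for Ground against BDF1, 834 for any difference and 0 for Space against Ground (1508 at an unadjusted p under 0.05). The direction of calls changed with total counts in place of TMM factors. Then 66 of 715 genes were higher in Space pups than in BDF1 mice and 65 of 943 were higher in Ground pups. The median log2 fold change of all genes moved by -0.25 and -0.26. With DESeq2 size factors in edgeR, 307 of 491 and 225 of 466 genes were higher, close to the result with TMM factors.

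**Figure D2:**
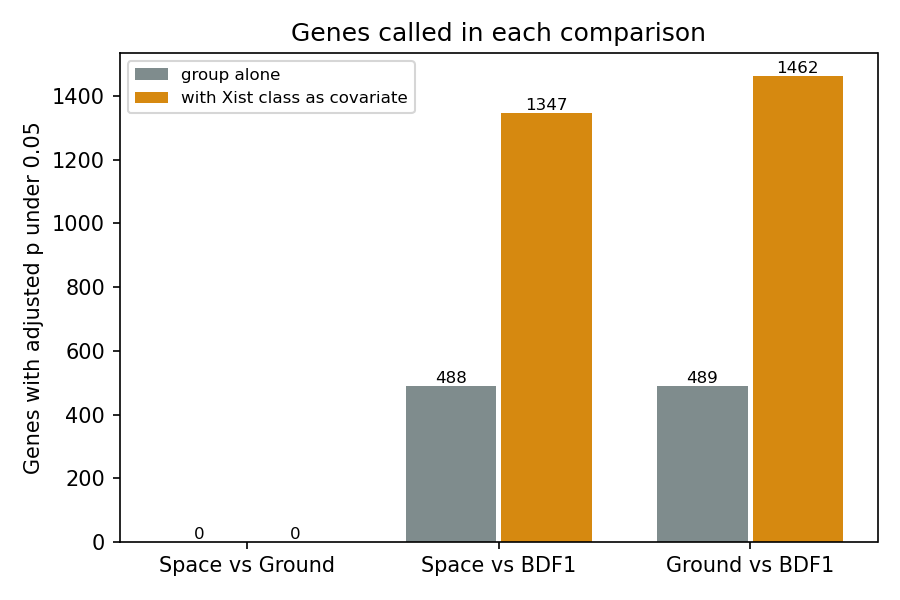
Number of genes with an adjusted p under 0.05 (y axis) in each pairwise comparison (x axis), from the edgeR fit with group alone (grey) and with Xist class as a covariate (orange). Space against Ground has 0 genes in both fits, and Space against BDF1 has 488 and 1347.

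Leaving out single libraries moved these counts. Space against BDF1 fell to 231 genes without BDF1 replicate 4, Ground against BDF1 fell to 141 without BDF1 replicate 5, and Space against Ground rose to 6 without Ground replicate 2. Within the Xist-low libraries 14 genes differed between Space and Ground pups, 1090 between Space pups and BDF1 mice and 560 between Ground pups and BDF1 mice. Within the Xist-high libraries the counts were 0 (1322 at an unadjusted p under 0.05), 570 and 895.

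Genes are placed on mouse genome build mm10 with GENCODE M21. The largest rise in both pup groups was in Pnpla5 (chromosome 15, 84112356 to 84123175, minus strand), at 6.01 ± 10.8 CPM (SD, n = 6) in Space pups, 5.24 ± 7.60 CPM (SD, n = 6) in Ground pups and 0.0158 ± 0.0246 CPM (SD, n = 6) in BDF1 mice. Its edgeR adjusted p was 0.0307 for Space and 0.0380 for Ground, and leaving out Space replicate 4 lowered the fitted log2 change in Space pups from 7.98 to 6.15, with an adjusted p of 0.0886. The call was lost in 6 of the 18 fits that each left out one library for Space and in 9 of 18 for Ground, where without Ground replicate 5 the log2 change was 6.63 (adjusted p 0.0712). In Ground pups the rise was in replicates 4 to 6, at 5.19 to 19.7 CPM. Ground replicates 1 to 3 were at 0 to 0.263 CPM and overlapped the BDF1 libraries, at 0 to 0.0501 CPM. Every BDF1 library was under 3 counts for this gene, so its fitted fold change is no bound. Mki67 (chromosome 7, 135689784 to 135716361, minus strand), a gene of dividing cells, stood at 6.72 ± 11.4 CPM (SD, n = 6) in Space pups, 6.66 ± 6.83 CPM (SD, n = 6) in Ground pups and 0.269 ± 0.186 CPM (SD, n = 6) in BDF1 mice. Its log2 change was 4.58 (SE 1.20, edgeR adjusted p 0.0417) in Space pups and 4.57 (SE 1.20, adjusted p 0.0428) in Ground pups. All pup libraries lay above all BDF1 libraries. The Xist-low pups were at 0.474 to 1.42 CPM and the Xist-high pups at 3.06 to 29.5 CPM. Without Space replicate 4 the change in Space pups was 2.96 (edgeR adjusted p 0.142), and the call was lost in 9 of the 18 fits for Space and 10 of 18 for Ground, where the adjusted p was at most 0.0943. With the replicate block Adcy1 no longer passed in Space pups (log2 change 3.64, adjusted p 0.0953), and its call was lost in 12 of the 18 fits without one library. The other rises named by the rule were Gm30692, A4gnt and Adcy1 in Space pups and A4gnt, Gm30692 and Ckap2 in Ground pups, of which Ckap2 lost its call in 13 of the 18 fits without one library and A4gnt in Ground pups in 1.

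Bmf (chromosome 2, 118528757 to 118549687, minus strand) fell in both groups, from 12.6 ± 11.2 CPM (SD, n = 6) in BDF1 mice to 1.89 ± 0.394 CPM (SD, n = 6) in Space pups and 1.69 ± 0.388 CPM (SD, n = 6) in Ground pups. Its log2 change was -2.72 (SE 0.493, edgeR adjusted p 0.00584) and -2.90 (SE 0.497, adjusted p 0.00654). BDF1 mice were at 2.87 to 5.31 CPM in Xist-low and 13.2 to 30.7 CPM in Xist-high libraries. Pups of both classes were at 1.24 to 2.41 CPM, so the fall of Bmf was larger in the Xist-high class. The noncoding imprinted genes Meg3 and Rian lie next to each other on chromosome 12. Meg3 was at 2.08 ± 0.815 CPM (SD, n = 6) in Space pups and 10.8 ± 5.99 CPM (SD, n = 6) in BDF1 mice, a log2 change of -2.37 (SE 0.448, edgeR adjusted p 0.00731). Rian changed by -2.54 on the log2 scale (SE 0.496, adjusted p 0.00972). The remaining falls were B430219N15Rik and Klhl33 in Space pups and B430219N15Rik, Sult2a7, Slc13a5 and Mmd2 in Ground pups. Without one library the call of Klhl33 in Space pups was lost in 7 of 18 fits and that of Mmd2 in 1. Sult2a7 belongs to a family of similar genes, and how reads shared between copies were counted is not stated, so its value is uncertain. In the Xist-low class Sult2a7 was at 0.527 to 0.840 CPM in Ground pups and 0.658 to 2.19 CPM in BDF1 mice, which overlap. In the Xist-high class it was at 0.131 to 0.295 and 12.3 to 17.1 CPM. The fall of Mmd2 was also larger in the Xist-high class, where BDF1 mice were at 15.8 to 21.7 CPM, against 2.85 to 5.83 CPM in the Xist-low class. Slc13a5 showed no such split.

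Of the genes named by the study, Igf2r, Trp53 and Fgf21 were tested and none of these differed in any pairwise comparison. Igf2r was at 46.4 ± 8.19 CPM (SD, n = 6) in Space pups, 54.0 ± 20.02 CPM (SD, n = 6) in Ground pups and 46.2 ± 6.72 CPM (SD, n = 6) in BDF1 mice. Trp53 was at 23.3 ± 3.77, 22.9 ± 4.00 and 22.2 ± 2.55 CPM (SD, n = 6 each). Fgf21 was the closest to the threshold, with a log2 change of 2.01 (SE 0.596, edgeR adjusted p 0.0658) in Ground pups against BDF1 mice. It passed the threshold with the replicate block (log2 change 2.20, adjusted p 0.0374), with Xist class (adjusted p 0.0291) and with DESeq2 (adjusted p 0.0113). H19 reached at most 23 counts in a library and was below the filter on low counts. Bsnd had 0 counts in all libraries, and Gm7097 and Gm15562 had at most 1, so no difference was detectable at this depth.

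The pup comparisons shared calls. In both, 160 genes were called in the same direction and 0 in opposite directions, and across genes, which are not independent replicates, the log2 changes had a Pearson's r of 0.821. Both comparisons use the same BDF1 libraries. In 20 simulations of unchanged groups with shared controls, with genes drawn independently, the median r was 0.495. No gene was called in these simulations, so shared calls could not arise. Among the 488 and 489 genes with the smallest p in each simulated comparison, a median of 95 and at most 112 were shared in the same direction, against the 160 observed. This count was added after seeing the data.

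Across the 1000 most variable genes, the 3 groups accounted for 11.6% of the variance of log2 CPM (permutation p 0.349, 100000 permutations), where 11.8% is the share that chance gives. Xist class accounted for 62.4%. After centring within Xist class and permuting within it, the group share was 30.9% (permutation p 0.00031). Hierarchical clustering parted the Xist-high from the Xist-low libraries first. At 3 clusters, Space replicate 4 and Ground replicates 5 and 6 formed a cluster of their own. The Xist-high BDF1 libraries stayed with the other Xist-high pups. At 5 clusters the BDF1 libraries of each class stood alone, while Space and Ground pups shared clusters.

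**Figure D3:**
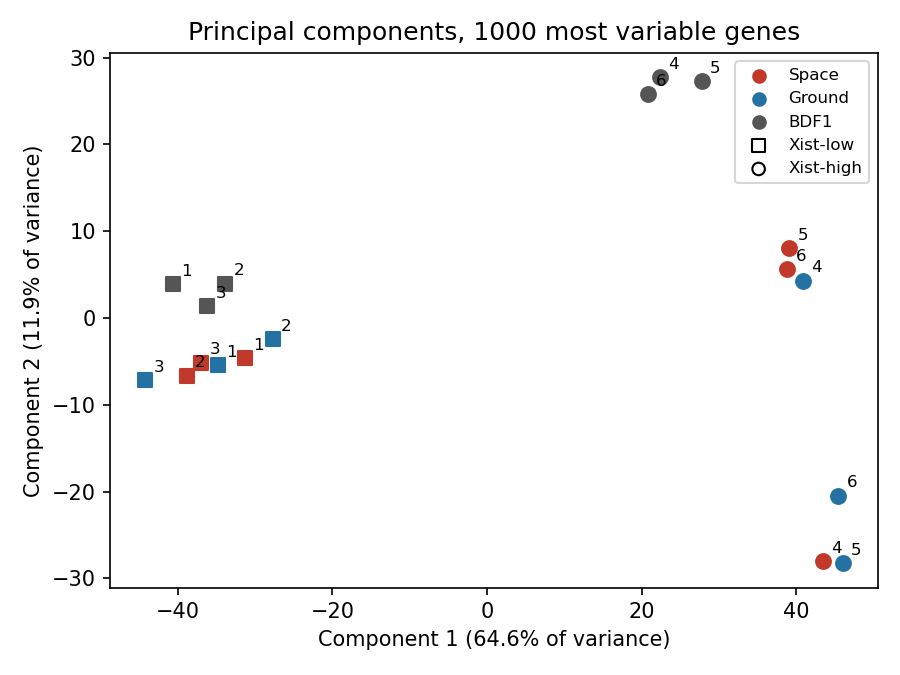
First (x axis) and second (y axis) principal component of log2 CPM over the 1000 most variable genes, with their percent of variance, coloured by group, squares for Xist-low and circles for Xist-high libraries, and replicate numbers beside the points. The first component parts the Xist classes, and Space and Ground pups are interspersed.

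Lists of imprinted genes, DNA replication genes and p53 target genes, fixed before the data were examined, were tested as sets in the 3 comparisons with camera, two-sided. None of the 9 tests passed after Benjamini-Hochberg adjustment, and none did under fry or with an estimated correlation. The smallest unadjusted p was 0.0189 for DNA replication genes in Ground pups against BDF1 mice (adjusted p 0.160), with a median log2 change of -0.07 over 46 genes. For Space against Ground pups the p53 target genes had an unadjusted p of 0.0356 (adjusted p 0.160) and a median log2 change of -0.11 over 29 genes, which passed at an adjusted p of 0.0182 when Space replicate 4 was left out. Of 45 imprinted genes, 4 were called in Space pups against BDF1 mice (Meg3, Gatm, Gnas and Rian) and 5 when adjusted over the list alone. In Ground pups 2 were called (Copg2 and Rian) and 4 when adjusted over the list alone. No imprinted gene was called between Space and Ground pups, where 2 had an unadjusted p under 0.05.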

Values the study reported

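The study reported that the frozen cells spent 181 days in space, with an absorbed dose rate of 0.31 ± 0.01 mGy per day. It reported that 3 of 8 recipient mice became fertile after transplantation of Space GS cells.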

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

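Most of the tests below were chosen after the results they bear on had been seen. Exceptions are the rescaling of single-library values, the refit by Xist class without abundant genes, the gap over range of the mitochondrial share without abundant genes, and the haploid germ cell list. Of 87 sets of 6 libraries examined for a library far from the others, 15 had one, where independent normal values would give about 4.35. The sets mix the Xist classes and reuse the same libraries, so 4.35 is only a rough guide. Serpina6 and the sperm genes named here were chosen after their values were seen.

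The difference between pups and BDF1 mice was not the same in the Xist classes. In an edgeR model with an interaction of group and Xist class, 426 of 13356 genes had an adjusted p under 0.05 for Space against BDF1 and 366 for Ground against BDF1. For Space against Ground there were 0, with 1038 at an unadjusted p under 0.05. Among 100 splits that kept the Xist classes equal, 2 gave as many genes for Space against BDF1, 4 for Ground against BDF1 and 100 for Space against Ground, the real split included. The highest of the others gave 1724, 1950 and 974 genes, so a few splits gave far more than the real one. Without the 10 most abundant genes, 429 and 360 genes were called, so with TMM factors these calls did not rest on those genes. TMM factors already limit the weight of such genes, so this does not exclude an effect of their share of counts. Sex, time of collection and other differences between the classes stay open.

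Space replicate 4 had 3.43% of its counts in Serpina6, where the next Space library had 0.0806%. The gap to the nearest library was 0.981 of the range of the 6 Space libraries. The share is of raw counts, so scaling cannot have made it. Ground replicates 5 and 6, at 3.41% and 2.18%, were also far above the remaining libraries. The same Space library was the highest for Pnpla5 (gap over range 0.888), Gm30692 (0.763), A4gnt (0.813), Mki67 (0.821), Adcy1 (0.968) and Igf2r (0.663). Of these 6 genes, 5 still stood apart under total-count scaling, all but Igf2r, which argues against scaling as the cause for them. Ground replicates 5 and 6 were also high for Adcy1, at 32.4 and 19.9 CPM, against 41.6 CPM in Space replicate 4. The remaining libraries were at 3.39 CPM or less. Mki67 did not follow these libraries alone, with 16.6 CPM in Ground replicate 4 and 11.7 CPM in Ground replicate 5. The labels name no difference between the animal of Space replicate 4 and the others, and no biological explanation was tested.

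Space replicate 6 had counts in 17766 genes, where the next Space library had 16300 (gap over range 0.802). At an equal depth of 15407450 counts it still had 17406 genes, against at most 16444 in the other libraries, so depth is not the cause. It alone held counts of 789 genes, against at most 111 in any other library. The genes most raised there included Prm1, Prm2, Tnp1, Tnp2 and Ldhc, which belong to developing sperm, with 146, 235, 116, 140 and 164 counts. A candidate explanation is testis RNA in the library. On a list of 20 other haploid germ cell genes the summed level was 13.9 CPM, with counts in all 20 genes, and 2.40 CPM in the next library, BDF1 replicate 3. That is less than the 10-fold margin set before the list was computed. BDF1 replicate 3 had counts of the same 5 sperm genes (18, 28, 11, 22 and 12), where each of the remaining libraries had at most 8 of any of them, and the list was at most 1.73 CPM in those libraries, also within the margin. The test therefore leaves the matter open. A list of testis somatic genes was of no use, because it was at 127 CPM or more in all Xist-high libraries.

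Ground replicate 2 had 5.16% of its counts in mitochondrial genes, and the next Ground library had 3.84% (gap over range 0.635). With 9 abundant nuclear genes taken out of the totals the gap over range was 0.0789, because Ground replicates 4 to 6 rose to between 5.01% and 5.86%, against 6.05% in Ground replicate 2. The share of abundant genes is in line with the difference from those libraries. It does not explain the difference from Ground replicates 1 and 3, which were at 3.73% and 3.58% after the removal. Ground replicate 2 was then 1.62 times the higher of these, the same as before it. After the removal the Space and BDF1 libraries were at 5.15% to 8.45%. Ground replicate 2 thus lay within their range, and Ground replicates 1 and 3 lay below every other library. The difference among these Ground libraries stays open, and no biological explanation was tested.

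Single Ground or BDF1 libraries stood apart for a further 6 gene values. These were Pnpla5 in Ground replicate 5 (gap over range 0.681), Klhl33 in Ground replicate 6 (0.713), Rian and Meg3 in Ground replicate 1 (0.686 and 0.675), Ckap2 in BDF1 replicate 4 (0.723) and Mmd2 in Ground replicate 4 (0.626). Under total-count scaling 5 of the 6 still stood apart, all but Klhl33, so scaling is not the cause for those 5. Ckap2 was at most 0.198 CPM in BDF1 mice, which is near the floor. No biological explanation was tested.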

How the results depend on the processing

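Space against Ground had 0 calls under most alternatives, with 30 under DESeq2, 9 with surrogate variables, 14 in the Xist-low libraries alone and 1 with GC content and length offsets. Leaving out one library gave from 0 to 6 genes, the highest without Ground replicate 2.

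Space against BDF1, with 488 genes, moved to 1030 under DESeq2, 1304 under limma voom, 281 with no filter, 176 at an adjusted p under 0.1 and 2-fold, 1347 with Xist class, 781 with the replicate block, 1483 with surrogate variables and 1090 in the Xist-low libraries. Leaving out one library gave from 231 to 593. Ground against BDF1, with 489 genes, moved to 1087 under DESeq2, 218 with no filter, 231 at an adjusted p under 0.1 and 2-fold, 1462 with Xist class, 855 with the replicate block, 1301 with surrogate variables, 895 in the Xist-high libraries, 275 with only the 12 libraries of the groups compared, 943 with total-count scaling, and 973 with the replicate block and GC content and length offsets. Leaving out one library gave from 141 to 667. The fit with no filter tested more genes. The single-class fits used fewer libraries, yet the counts given for them rose. The cause was not tested for any of these changes.

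Any difference, with 511 genes, moved to 1304 under DESeq2, 1319 under limma voom, 268 with no filter, 1096 at an adjusted p under 0.1, 1652 with Xist class, 834 with the replicate block, 1752 with surrogate variables, 872 in the Xist-low libraries, 842 with total-count scaling, and 772 with the replicate block and GC content and length offsets. Leaving out one library gave from 142 to 794. The 160 shared calls moved to 96 at an adjusted p under 0.1 and 2-fold, 673 with Xist class, 346 with the replicate block, 384 with total-count scaling, and 352 with the replicate block and GC content and length offsets, and to between 49 and 155 without one library. The cause was not tested.

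The group share of variance, 11.6%, rose past the threshold when centred within Xist class (30.9%) and with the replicate block, centred within replicate number (34.7%); removing the variance of those terms leaves less in the total. It ranged from 11.1% to 14.5% without one library.

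No set test passed under an alternative except that p53 target genes, Space against Ground, ranged in adjusted p from 0.0182 (without Space replicate 4) to 0.384 without one library. The direction for imprinted genes, Space against BDF1, reversed in 2 of those fits, with adjusted p from 0.702 to 0.999.

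Among single genes, the Igf2r log2 change for Space against BDF1 reversed to -0.0080 with Xist class and ranged from -0.0943 to 0.0734 without one library. Without one library Trp53 ranged from -0.0613 to 0.0952 for Space against Ground, from -0.0210 to 0.122 for Space against BDF1 and from -0.0239 to 0.124 for Ground against BDF1. None of these passed the threshold. Over the 18 fits without one library, 9 of 29 gene results lost their call, 68 times in all, and 1 gained one, once. With the replicate block 1 gene result was weaker, Adcy1, and 1 stronger, Fgf21, and the block changed no call among the other genes named by rule or by the study and none among the 9 set tests. Of the 488 and 489 genes called for Space and Ground against BDF1, 429 and 442 were also called with the block.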

Other observations

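Tests in this part were chosen after the results had been seen, except those of list scores as covariates and of the haploid germ cell list in the pups.

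Of 100 splits of the libraries of the groups compared, the real one included, 1 gave as many genes for Space against BDF1, 1 for Ground against BDF1, and 100 for Space against Ground, where the real count was 0 and the highest of the others 842. Of 100 splits of all 18 libraries, 2 gave as many genes for any difference, with 1434 as the highest of the others, and 1 as many shared calls. Among the 32 splits that part every replicate number, the real split alone reached 488 and 489 genes, and the highest of the others gave 9 and 0. With Xist class as a covariate, the real split alone among 100 with equal Xist classes reached 1347 and 1462 genes, and the highest of the others gave 134 and 342.

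Several technical explanations of the difference between pups and BDF1 mice were weighed. Without the 10 most abundant genes 489 and 491 genes were called for Space and Ground, so with TMM factors the calls did not rest on those genes. TMM factors already limit the weight of such genes, so this does not exclude an effect of their share of counts. With GC content and length offsets 443 and 521 genes were called, which argues against GC content and length as the whole cause. With dawn and dusk clock list scores added to the fit with Xist class, 189 genes were called for Space, of which 137 were among the 1347 called without the scores. For Ground 147 were called, of which 115 were among the 1462. Most calls were lost, so a part may follow time of collection. List scores are an imperfect measure of it, so the calls that remained do not exclude it as the whole cause. With feeding and fasting list scores 346 genes were called for Ground, 242 of them among the 1462, and 39 for Space, 26 of them among the 1347. Most calls were lost here too, and these scores are as imperfect, so feeding state stays open as a cause in both comparisons. Whether the feeding and fasting lists themselves differed depended on the test. Among Xist-low libraries the feeding list was at 4414 to 18986 CPM in pups and 1535 to 1843 CPM in BDF1 mice, without overlap. Among Xist-high libraries it was at 2360 to 15190 CPM in pups and 3698 to 5295 CPM in BDF1 mice, with overlap. The clock lists passed in none of the list tests, permutation within Xist class included. Among Xist-low libraries the dusk list was at 157.8 to 308.2 CPM in pups and 106.1 to 150.2 CPM in BDF1 mice. Among Xist-high libraries it was at 491.2 to 633.6 CPM in pups and 584.6 to 823.9 CPM in BDF1 mice. The list tests thus do not exclude a difference in collection time between pups and BDF1 mice. Over 470 windows of 5 Mb the genes called in both comparisons did not gather, neither the 160 of the fit with group alone nor the 673 of the fit with Xist class (smallest adjusted p 1 in each), which argues against a few chromosome segments of another strain. The labels give no library or sequencing batch. Parentage differs between pups and BDF1 mice, and the age of the BDF1 mice is not given. Both stay open, untested. The balance of higher and lower calls changed with total-count scaling. Under it 9.23% of Space calls and 6.89% of Ground calls were higher, against 61.7% and 46.2% with TMM. DESeq2 size factors gave 62.5% and 48.3%.

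The cell division list of 20 genes was higher in each of the 12 pups than in each BDF1 library (exact permutation p 0.0022, two-sided, for Space and for Ground; adjusted p 0.0357 over 33 list tests). The permutations used the 14 genes of the list that were tested. Permuting within Xist class gave an exact p of 0.005 for each comparison, the smallest it can give, and an adjusted p of 0.0825, which does not pass. The list passed with camera (adjusted p 8.2e-06 for Space and 4.9e-07 for Ground), and not under fry (adjusted p 0.185 and 0.102). It ranged from 11.6 to 127.8 CPM in Space pups, from 11.7 to 89.4 CPM in Ground pups and from 6.25 to 7.90 CPM in BDF1 mice. The large rise was in the Xist-high pups, at 19.3 to 127.8 CPM, while the Xist-low pups were at 11.6 to 14.8 CPM. Haploid germ cell genes were above every BDF1 library in 1 of the 12 pups, and in 3 when BDF1 replicate 3, which had sperm transcripts of its own, was set aside, so testis RNA is not a likely source for the rest.

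The feeding response list was higher in Space than Ground pups with camera (adjusted p 6.1e-06), but an exact permutation of libraries, two-sided, gave 0.0173 (adjusted p 0.114), and fry an adjusted p of 0.245. Against BDF1 mice the list was higher in Space pups with camera (adjusted p 5.0e-05), and not under fry (adjusted p 0.102) or the exact permutation (adjusted p 0.0952). Correlation between genes of the list is a candidate explanation. The fasting response list was higher in Space and in Ground pups than in BDF1 mice with camera (adjusted p 0.0175 and 0.00604). It was also higher under fry (adjusted p 0.0318 and 0.0173). It did not pass under the exact permutation (adjusted p 0.131 and 0.107) or with camera and an estimated correlation (adjusted p 0.609 for each). Of the 33 list tests, those of clock, acute phase, blood, pancreas, growth hormone and Y-linked lists did not pass under fry or the exact permutation.

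Clock genes differed between the Xist classes in all groups. The dusk list was between 491.2 and 823.9 CPM in the Xist-high libraries and between 106.1 and 308.2 CPM in the Xist-low libraries, while the dawn list was between 38.6 and 96.5 CPM and between 134.7 and 266.1 CPM. Dbp was at 72.8 CPM or more in the Xist-high and at 5.98 CPM or less in the Xist-low libraries. Collection at another time of day may explain this, but time and Xist class cannot be told apart.

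Xist had 187 counts in Ground replicate 2, 145 in Ground replicate 1 and 30 in Space replicate 1, and 4 or fewer in the other Xist-low libraries. In Ground replicate 2 this was 1.38% of the median Xist-high level. RNA carried over from an Xist-high library may be the source. The female-type liver list was at 130.0 CPM in Ground replicate 2, 134.4 CPM in Ground replicate 1 and 156.5 CPM in Space replicate 1, above the other Xist-low libraries, at 82.1 to 114.3 CPM. It thus went with the presence of Xist, but was highest where Xist was lowest of the 3, and its level in the other Xist-low libraries could hide a small share, so the source stays open.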
